A study of Mus musculus with 59 samples.

How the data were processed

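The labels describe 59 samples of mouse embryos and cells, of which 24 are RNA libraries of SCNT embryos from poly(A) RNA and 35 are chromatin immunoprecipitation libraries and their inputs. The chromatin libraries were not analysed here. The values are log2(FPKM + 1) as deposited by the authors, per the file headers, where FPKM is the number of fragments scaled by transcript length and by the library's mapped fragments. The submitters' processing notes name the mouse build mm10 and the tools HISAT2 2.1.0, StringTie 1.3.4, SAMtools 1.7, Bowtie2 2.3.4.3, deepTools 2.5.7 and Cufflinks, without saying which step used which. The annotation used, and how libraries of a group were combined into a column, are not given in the sources used here. FPKM divides by transcript length and by the library total, so a gene's value depends on the rest of its column, and a few abundant genes can lower all others. Because the FPKM are on a log scale with 1 added, differences of genes near or under 1 FPKM are understated.

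The table has 24421 genes and 6 columns of values. Of these, 4 could be matched to groups in the labels: untreated 1-cell, early 2-cell and late 2-cell, and TSA-treated late 2-cell. The match of the 1-cell column is inferred, because it is named by 13 h and not by stage, and the labels' protocols give 13 to 14 h after activation for 1-cell embryos. The other 2 columns match no RNA library in the labels and were not used. No value of Dux-injected embryos was used, so 2 of the 5 planned comparisons were not analysed here, nor was the overlap of Dux with TSA. Each column is the authors' value for its group, so there is no SD and no n. Products of low FPKM values and genomic span of genes up to 2000 bp showed no clear steps of whole reads: with the best step, 24.5% to 27.5% of values per column lay within 0.1 of a whole multiple, against 20% with no steps. This search could not settle depth, because span includes introns and each column stands for a group of libraries. Depth is unknown, and no interval or detection limit is given. Genes listed at 0 in all 4 columns numbered 4424, and 0 can be a failed estimate, so a gene is only said to be listed at 0.

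Tests planned before the data were examined (limma with empirical Bayes on log2 values, and camera for gene lists) need replicates and could not be fitted to 1 value per group. They were replaced, after the table had been seen, by descriptions of size. The difference of a gene is its value in the first group minus its value in the second, and a gene is counted as higher or lower when this reaches 1, which is 2-fold on the log2(FPKM + 1) scale. Genes were kept with at least 1 FPKM in at least 1 column of the comparison, which for the stage comparisons means any of the 3 untreated columns. A gene near 0 in all but 1 of these was kept only if it reached 1 FPKM there, which alone gives a difference near 1, so the share of a list that was 2-fold apart depends partly on this filter. A gene list with at least 5 measured members was described by its median difference and by the percentile of that median among 10000 random lists of the same size, drawn with replacement from genes outside the list in the same of 20 expression bins. The percentile describes these columns and is not a test of the conditions, and members of a list are not independent. Of 24 lists, 1.2 are expected outside the central 95% by chance in each comparison. Observed were 12 with TSA (9 high, 3 low), 4 high and 3 low at the first cleavage, and 11 high and 2 low between the 2-cell stages.

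The procedure was tested on simulated data with a table built for the comparison of TSA with no treatment over 12756 genes. Of 40 unchanged lists of 10 genes, 4 lay outside the central 95%, and of 40 lists of 40 genes, 0 did. These were simulated lists, and how far correlation between members of a real list changes these shares was not tested. A shift of 0.25 was found outside in 25% of lists of 10 and 60% of lists of 40, a shift of 0.5 in 70% and 100%, and a shift of 1 in 100% of both. Of 200 genes made 2-fold different, 94 were counted, and of 200 made 4-fold different, 194 were. A 2-fold difference is the counting threshold itself, so the count of 94 says little about how often real differences are found. Short lists such as the Obox, blood and Dux lists therefore carry the least weight.

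The 25 gene lists were fixed before the data were examined. They covered 2-cell-specific genes, Dux regulators and the Dux family, the Obox family, maternal oocyte transcripts, markers of cumulus and granulosa cells and of blood, pluripotency and first-lineage genes, and ribosome biogenesis, ribosomal proteins, oxidative phosphorylation, the proteasome, splicing, mRNA decay and translation. Further lists held genes of histone acetylation, H3K9 methylation, DNA methylation, imprinting, p53 and cell death, heat shock, DNA replication, mitosis, cholesterol synthesis and glycolysis. A list of mitochondrially encoded genes had 0 members in the table and gives no value. Of the 58 2-cell-specific symbols 53 were found, of the 18 Dux symbols 16, and of the 10 Obox symbols 7, with synonyms matched through a RefSeq table of GRCm38.p6, the same build as mm10. This table matched 24300 of the table's symbols (99.5%). Coordinates are from it and 1-based.

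The genes named were chosen by a rule fixed before the data were examined and adapted afterwards, because it asked for adjusted p-values and replicates. They are the Dux gene, the 6 highest and 6 lowest differences among genes with at least 5 FPKM in the higher column, passing over predicted and clone-named symbols, and up to 3 members of each list with the largest absolute difference. Other genes are named beside these in a few places, chosen after their values were seen: Gapdh, Rn45s, Spin1, Snrpn, Amd2, Obox2, Obox5, Obox7 and the histone genes. Members of near-identical families are uncertain between copies, and strand use in the quantification is not given in the sources used here, so overlapping genes are uncertain too.

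Alternatives fixed in advance were pseudocounts of 0.1 and 5, no filter on low values, a filter at 5 FPKM, scaling by the median ratio over genes and quantile normalization. Lists were also described among random lists matched on both expression and genomic span, which was chosen after seeing the data. Genomic span includes introns and stands in for transcript length, which was not used here. Added then too were a 4-fold in place of a 2-fold difference, and differences taken relative to the median of all genes. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.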

Results

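RNA was measured in mouse embryos made by somatic cell nuclear transfer (SCNT), in which the nucleus of a differentiated cell is placed in an oocyte without its own nucleus and development is started by activation. The labels list 24 RNA libraries. Of these, 5 each came from untreated 1-cell embryos at 13 to 14 h after activation, untreated early 2-cell embryos at 20 to 21 h, untreated late 2-cell embryos at 33 to 34 h, and late 2-cell embryos treated with trichostatin A (TSA), an inhibitor of histone deacetylases. The other 4 came from late 2-cell embryos injected with Dux, a transcription factor of the 2-cell stage, and were not analysed here. The table used here holds 1 value per gene and group, so no difference below has a replicate check, an error or a p-value. Sequencing depth is unknown, because the values are normalized by the authors and show no clear whole-read steps. The search for steps used genomic span on columns that each stand for a group of libraries, so it could not settle depth.

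At least 1 FPKM was listed for 9419 genes in 1-cell, 9477 in early 2-cell, 12215 in late 2-cell and 11912 in TSA-treated late 2-cell embryos. The 100 most abundant genes held 38.1%, 44.2%, 25.03% and 24.5% of the summed FPKM in the same order. Spin1, a maternal transcript, led the 1-cell and early 2-cell columns at 22919 and 30986 FPKM. Rn45s, the ribosomal RNA precursor, led both late 2-cell columns at 8474 FPKM without and 8906 FPKM with TSA, against 1621 and 2331 FPKM at the earlier stages. Pearson's r across genes, which are not independent replicates, was 0.95 between 1-cell and early 2-cell, 0.73 between early and late 2-cell, and 0.96 between untreated and TSA-treated late 2-cell embryos. Zero values need care, since Gapdh, a glycolytic enzyme gene that cells use generally, was listed at 0.028, 0.17, 0.91 and 0.38 FPKM in the 4 columns. Dux itself was listed at 0.023 FPKM in 1-cell and 0.020 FPKM in untreated late 2-cell embryos and at 0 in the others. Dux lies in a repeated array, and these values do not tell whether it was expressed.

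TSA treatment was compared with no treatment at the late 2-cell stage, to ask how the transcriptome of SCNT embryos differs when histone deacetylases are inhibited. Genes specific to the 2-cell stage were higher with TSA, with a median difference of 0.46 on the log2(FPKM + 1) scale used throughout, and 39 of 47 measured members lay above 0. This median was 0.29 with a pseudocount of 5 and 0.57 with 0.1. Nucleolar factors of ribosome biogenesis were higher by a median of 0.35, with 44 of 50 above 0. Maternal oocyte transcripts were lower by a median of -0.28, with 12 of 75 above 0, and nuclear-encoded genes of oxidative phosphorylation were lower by a median of -0.25, with 19 of 77 above 0. Over 12756 genes, 320 were at least 2-fold higher and 520 at least 2-fold lower with TSA, and the median of all genes was -0.08. Higher genes made up 38.1% of these, against 47.7% after median-ratio scaling (379 higher, 416 lower) and 50.9% after quantile normalization (393 higher, 379 lower).

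Among the 2-cell-specific genes, 6 of 47 were at least 2-fold higher with TSA and 0 were at least 2-fold lower. Usp17lb, of a deubiquitinase family with near-identical copies, was at 276 FPKM with TSA and 110 FPKM without, a difference of 1.32. Its gene lies on chromosome 7 from 104840257 to 104842583 (GRCm38.p6). Usp17lc, at 42.7 against 17.8 FPKM, differed by 1.22, and reads cannot be assigned to the copies of this family with certainty. Lmx1a, a LIM homeobox gene on chromosome 1 from 167688230 to 167848741, was at 10.1 against 3.73 FPKM, a difference of 1.23. The list median lay at percentile 100 of 10000 random lists of the same size and like expression, whose central 95% ran from -0.23 to 0.10. Of the Dux regulators and Dux family, 9 of 14 lay above 0 with a median of 0.25 at percentile 98.4, and 0 were 2-fold apart. Sumo2 was at 44.2 against 23.7 FPKM, and Dppa2, an activator of Dux, at 139 against 88.8 FPKM. Between them in size of difference was Gm4981, a predicted gene of this list, at 3.21 against 1.61 FPKM (0.69). This list lay outside the central 95% in 2 of 6 other settings, with medians from 0.08 to 0.33.

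Lists of cell division, DNA replication, the proteasome and translation were also higher with TSA, by smaller medians. Ribosome biogenesis factors lay at percentile 100, and 0 of the 50 were 2-fold apart. Polr1e, a subunit of RNA polymerase I, was at 50.4 against 28.1 FPKM, Bop1 at 21.1 against 11.8, and Mrto4 at 155 against 91.7. Mitosis and cytokinesis genes had a median of 0.22 at percentile 99.7, with 26 of 34 above 0. Cdc20, the activator of the anaphase-promoting complex, was at 589 against 267 FPKM, a difference of 1.14, Incenp at 27.8 against 15.3, and Cdk1 at 292 against 174. DNA replication genes had a median of 0.13 at percentile 98.3, with 24 of 43 above 0. Over the other settings this median ran from 0.11 (pseudocount of 5) to 0.21 (median-ratio scaling), outside the central 95% in 6 of 6. Mcm2, part of the replicative helicase, was at 21.9 against 10.1 FPKM, Tk1 at 37.5 against 18.7, and Cdt1 at 42.0 against 21.4. Proteasome subunits had a median of 0.18 at percentile 99.0, with 26 of 33 above 0, and Psmd11 was at 230 against 143 FPKM. Translation factors had a median of 0.17 at percentile 98.8, with 25 of 36 above 0. Eif6 was at 548 against 350 FPKM, while Eif3j1 was lower, at 0.39 against 4.69. Among lists also matched on genomic span, the replication and translation lists lay inside the central 95%, at percentiles 94.77 and 97.47.

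Ribosomal protein genes had a median of -0.14 with TSA, at percentile 0.31, with 25 of 86 above 0 and 0 of 86 2-fold apart. After median-ratio scaling the median was -0.068. Rps29 was at 129 against 204 FPKM, and Rps2 was higher, at 484 against 316. Rpl39l, the largest absolute difference of the list at 0.83, was also higher, at 4.66 against 2.17 FPKM. In plain FPKM that is 2.14-fold. The oxidative phosphorylation list lay at percentile 0.010, again with 0 of 77 genes 2-fold apart on the log2(FPKM + 1) scale. In plain FPKM some were more than 2-fold lower. Ndufa3, of respiratory complex I, was at 6.34 against 13.2 FPKM and Atp5k at 7.14 against 14.7. Atp5e, at 38.8 against 73.7, was less than 2-fold lower. Of the maternal transcripts, 2 of 75 were at least 2-fold lower and 0 higher, and the list lay at percentile 0. The largest differences in it were Nlrp4f, at 10.5 against 23.9 FPKM, and Izumo1r, the egg receptor for sperm, at 9.09 against 20.7. Obox homeobox genes had a median of -0.29 at percentile 5.53, with 2 of 7 above 0. Obox7 was at 33.3 against 60.1 FPKM and Obox6 at 519 against 371, and copies of this family share reads.

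Several genes of the early lineages and of imprinted loci differed, in both directions. Tfap2c, a trophectoderm transcription factor, was at 9.10 FPKM with TSA and 1.23 without, a difference of 2.18. It was at 12.7 FPKM in 1-cell and 11.1 FPKM in early 2-cell embryos, so its value with TSA was not above the earlier stages. Fgf4 was at 17.1 FPKM with TSA against 5.54 without. Krt8, a keratin of the outer layer, was lower, at 0.70 against 5.50 FPKM. The list of pluripotency and first-lineage genes as a whole had a median of 0.06 at percentile 88.2, with 4 of 24 at least 2-fold higher and 1 lower. Its median was 0.26 with the stricter filter, outside the central 95% at percentile 99.0, and -0.0094 with no filter. Imprinted genes and Xist had a median of 0.14 at percentile 99.1, with 5 of 36 at least 2-fold higher and 3 lower, and with no filter a median of 0.052 at percentile 95.6, inside the central 95%. Ascl2 was at 18.5 against 3.83 FPKM and Mirg at 4.22 against 0.21. The largest difference of the list was that of Snurf (5.28), which is among the 5 higher genes and shares its position with Snrpn. The summed FPKM of Snurf and Snrpn was 86.8 with TSA and 92.4 without, so it was not higher with TSA. The p53 and cell death list had a median of 0.08 at percentile 91.1. In it, Pmaip1, which encodes Noxa, was at 8.56 against 1.14 FPKM, and Rrm2b was lower, at 77.6 against 170.

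Genes that write, remove or read the marks nearest to the treatment differed little as groups. Histone acetyltransferases, deacetylases and acetyl readers had a median of -0.05 at percentile 52.4, and 0 of 36 were 2-fold apart. Kat2b was at 15.6 against 8.14 FPKM, Brd3 at 22.5 against 12.8 and Chd4 at 5.35 against 10.3. H3K9 methylation genes had a median of -0.02 at percentile 63.1 over 23 genes, and DNA methylation genes a median of 0.04 at percentile 80.7 over 17. Cbx5 was at 20.7 against 12.8 FPKM and Zfp57, which protects imprints, at 34.8 against 23.9, while Mphosph8 was lower, at 37.3 against 53.8, as were Tdg, at 0.49 against 1.22, and Dnmt3b, at 2.49 against 3.73. Lists of splicing factors (median 0.02, percentile 76.8), mRNA decay (-0.03, 58.6), heat shock and unfolded protein response (-0.03, 49.7), cholesterol synthesis (-0.17, 18.0) and glycolysis (-0.01, 61.4) lay inside the central 95%. For acetylation, H3K9 methylation, mRNA decay and heat shock genes the sign of the median was the opposite after either scaling, for H3K9 methylation also with no filter, and for glycolysis after median-ratio scaling. In these lists Srsf1 was at 75.7 against 43.7 FPKM, Dcp2 at 108 against 197, Hspe1 at 2.48 against 6.59, Fdps at 7.57 against 15.6, and Hk1 at 4.75 against 12.5. Members that differed the other way were Hspa8 at 174 against 103 and Pgam1 at 52.7 against 31.3.

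Markers of other cell types were measured alongside. Cumulus and granulosa markers had a median of -0.25 at percentile 14.2, inside the central 95%, with 4 of 21 at least 2-fold lower and 0 higher. Over the other settings this median ran from -0.30 (pseudocount of 0.1) to -0.13 (quantile normalization), inside the central 95% in each. With no filter it was -0.15 over 43 genes, at percentile 4.18. Lgals1 was at 1.28 against 9.06 FPKM, Anxa2 at 23.6 against 67.0, and Fshr, the receptor of follicle-stimulating hormone, was listed at 0 against 1.64. Of 7 blood markers, 1 was at least 2-fold higher and 3 lower. Their median was 0.44 at percentile 99.2, outside the central 95% on the high side, and their mean was -0.04. With no filter on low values the median was 0.079 at percentile 83.3. Lyz2 was at 14.4 against 3.46 FPKM, Cd74 at 1.01 against 4.93 and Cd52 lower by a difference of -1.14.

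**Figure D1:**
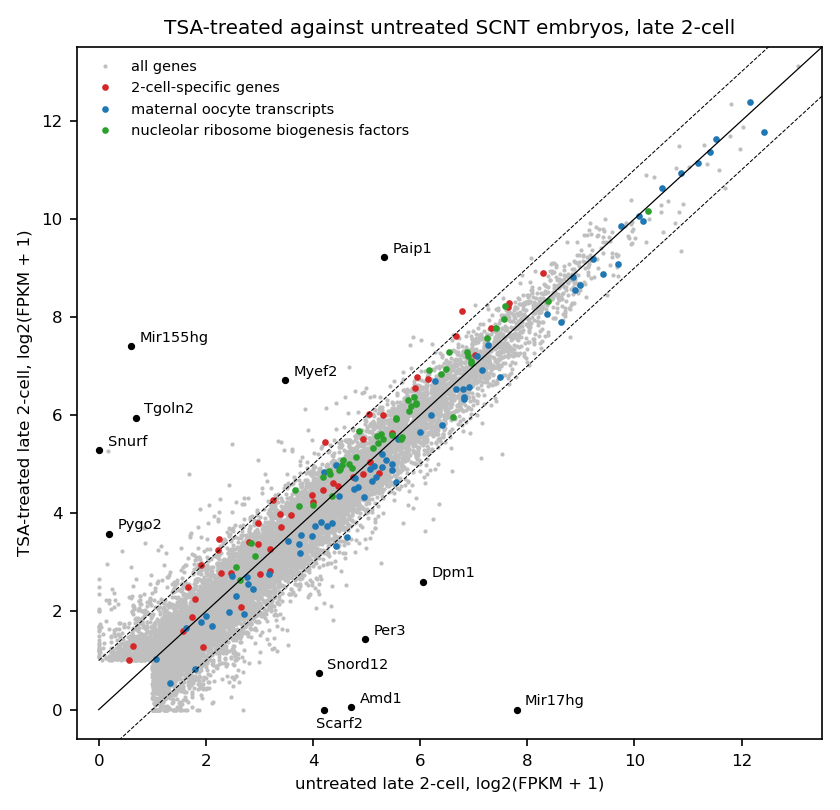
Each point is a gene with at least 1 FPKM in either column, with its log2(FPKM + 1) value in untreated late 2-cell embryos on the x axis and in TSA-treated late 2-cell embryos on the y axis. The solid line marks equal values and the dashed lines a difference of 1, coloured points are members of 3 gene lists, and the 12 labelled genes had the highest and lowest differences among genes with at least 5 FPKM in the higher column, predicted genes left out. The 2-cell-specific genes lie mostly above the solid line (39 of 47) and the maternal transcripts mostly below it (12 of 75 above).

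Among genes with at least 5 FPKM in the higher column, and with predicted genes left out here and in the later comparisons, the 6 highest differences with TSA were those of Mir155hg (6.81), Snurf (5.28), Tgoln2 (5.26), Paip1 (3.89), Pygo2 (3.38) and Myef2 (3.23). Mir155hg, the host transcript of microRNA 155 on chromosome 16 from 84713023 to 84715245, was at 169 FPKM with TSA and 0.52 without. Snurf shares its position on chromosome 7 (59982495 to 60005199) with Snrpn, an imprinted gene. Snurf was at 38.2 against 0.0090 FPKM and Snrpn at 48.7 against 92.4, so their sum was 86.8 FPKM with TSA and 92.4 without. Paip1, a partner of the poly(A)-binding protein on chromosome 13 from 119428331 to 119460323, was at 593 against 39.1 FPKM, and Myef2 at 104 against 10.2. At the other end, Mir17hg, the host of the microRNA 17 cluster, and Scarf2 were listed at 0 with TSA, against 222 and 17.5 FPKM without. The others among the 6 lowest were Amd1 (-4.66), Per3 (-3.55), Dpm1 (-3.45) and Snord12 (-3.36), with Scarf2 (-4.21) ranking after Amd1. Amd1, which encodes an enzyme of polyamine synthesis, was at 0.035 against 25.2 FPKM, whereas the related Amd2 was at 192 against 57.0. Of these 12 genes, 7 overlap another RefSeq gene, and 1, Tgoln2, had no RefSeq match.

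The early 2-cell stage was compared with the 1-cell stage in untreated embryos, to describe how the transcript pool differs across the first cleavage. Maternal oocyte transcripts were lower at the early 2-cell stage by a median of -0.53, with 20 of 75 at least 2-fold lower and 0 higher. Proteasome subunits were lower by a median of -0.66, with 7 of 33 above 0, and ribosome biogenesis factors by -0.46, with 13 of 50 at least 2-fold lower and 1 higher. Ribosomal protein genes were higher by a median of 0.45, with 18 of 86 at least 2-fold higher and 4 lower, and 2-cell-specific genes were higher by 0.25, with 7 of 46 at least 2-fold higher and 3 lower. The last median was 0.061 with a pseudocount of 5 and 0.59 with 0.1. Over 13012 genes, 376 were at least 2-fold higher and 720 at least 2-fold lower, and the median of all genes was -0.03. Higher genes made up 34.3% of these, against 49.0% after median-ratio scaling (537 higher, 558 lower) and 46.6% after quantile normalization (487 higher, 559 lower).

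The maternal list lay at percentile 0 of random lists. Pabpn1l was at 9.71 FPKM in early 2-cell and 55.4 in 1-cell embryos, Zar1l at 7.39 against 33.9, and Plat, tissue plasminogen activator, at 31.3 against 128. Proteasome subunits also lay at percentile 0, and Psmd12 was at 68.0 against 246 FPKM, Psmb7 at 27.4 against 87.2 and Psmd6 at 15.9 against 48.1. Ribosome biogenesis factors lay at percentile 0.010. Gnl2 differed by -2.86 and Cirh1a was at 8.99 against 35.3 FPKM, while Nop16 was higher, at 10.8 against 1.38. Ribosomal proteins lay at percentile 100, and Rpl23a was at 26.7 against 7.35 FPKM and Rps27a at 35.6 against 10.5, while Rpl10l was lower, at 0.11 against 2.74. The 2-cell-specific list was also at percentile 100, led by Gm5662 (a difference of 3.34), Gm2016 (3.12) and Gm2022 (2.71).

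Other lists outside the central 95% were oxidative phosphorylation, with a median of 0.10 at percentile 99.2, and p53 targets and cell death, with a median of 0.15 at percentile 98.5. Over the other settings their medians ran from 0.060 to 0.22 and from 0.059 to 0.33. Under quantile normalization these lay inside it, at percentiles 97.2 and 96.2, and among lists also matched on genomic span they did at 68.7 and 97.0. Cox7c was at 16.7 against 4.49 FPKM and Uqcrc2 at 88.2 against 287. Cdkn1a, the p21 cell cycle inhibitor, was at 21.1 against 4.27 FPKM and Gadd45g at 17.8 against 8.25. Replication genes had a median of -0.11 at percentile 41.4 (-0.0064 after median-ratio scaling), with 6 of 43 at least 2-fold lower, among them Gins1 at 10.5 against 68.9 FPKM and Orc1, with a difference of -2.45. Mitosis genes had a median of -0.25 at percentile 8.57, and Aurkb was at 2.48 against 9.99 FPKM. Over the other settings that median ran from -0.26 (pseudocount of 0.1) to -0.11 (median-ratio scaling). H3K9 methylation genes had a median of -0.26 at percentile 6.15, with 3 of 23 at least 2-fold lower. With a pseudocount of 0.1 this median was -0.35 and with 5 it was -0.11, the ends of its range over the other settings. Zfp57 was at 121 against 332 FPKM and Setdb1, an H3K9 methyltransferase, at 39.3 against 92.5. DNA methylation genes had a median of -0.23 at percentile 7.88, and Dnmt1, the maintenance methyltransferase, was at 7.60 against 39.7 FPKM. Their median was -0.065 at percentile 18.3 with a pseudocount of 5 and -0.037 at 30.8 under quantile normalization. Translation factors had a median of -0.07 at percentile 50.6, which took the opposite sign under both scalings, and Eif3m was at 8.32 against 50.8 FPKM.

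The remaining lists lay inside the central 95% at this step in the values as deposited. Medians were -0.22 for Dux regulators (percentile 22.6), 0.30 for Obox genes (93.3), 0.11 for pluripotency genes (92.7), 0.18 for glycolysis (96.5), 0.03 for imprinted genes (74.8) and 0.04 for histone acetylation genes (82.9, with a mean of -0.03). They were -0.15 for mRNA decay (24.0), -0.18 for heat shock genes (15.3), -0.04 for splicing factors (70.6) and -0.07 for cholesterol synthesis (35.2), with the opposite sign for splicing under both scalings, for heat shock under quantile normalization for cholesterol synthesis under median-ratio scaling, and for pluripotency with no filter (a median of -0.0015). Under alternative settings pluripotency (99.6) and heat shock genes (2.28) lay outside with the stricter filter, glycolysis (98.9) with no filter and Obox genes (98.7) with a pseudocount of 5. Median-ratio scaling moved the median of mRNA decay genes to -0.013, and quantile normalization that of Dux regulators to -0.035. Crxos was at 3.33 against 0.48 FPKM, Krt18 at 3.02 against 0.28, Ldha at 13.2 against 4.20, Grb10 at 0.88 against 9.52 and Hat1 at 65.7 against 171. Tob1 was at 25.9 against 8.84, Hsp90aa1 at 468 against 1203 and Snrpd2 at 101 against 26.5. Members that differed the other way were Sf3a3 at 8.04 against 28.9, Obox2 at 379 against 703, Cnot3 at 8.27 against 17.2, Esrrb at 0.44 against 1.66, Ascl2 at 2.79 against 0.37 and Mta2 at 2.66 against 0.76. Cumulus and granulosa markers had a median of 0.01 (percentile 61.6), negative under quantile normalization (-0.014), with no filter (-0.0098) and with the stricter filter (-0.15), with Serpine2 at 57.9 against 144 FPKM and Vim at 6.10 against 1.90, and blood markers a median of 0 (56.5), with Hba-a2 at 4.77 against 0.23.

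The 6 highest genes in early 2-cell embryos began with Mir155hg, which was listed at 0 in 1-cell embryos and at 162 FPKM here. Next was Emc8-1190005i06rik (3.77), whose symbol joins a gene name and a clone name and was not passed over. Guca1a (3.35), Abcd2 (2.89), Spopl (2.83) and Mir8114 (2.79) came after it. Guca1a was at 12.3 against 0.31 FPKM and Abcd2, a peroxisomal transporter gene, at 12.6 against 0.83. The 6 lowest were Myef2 (-6.88), Mcc (-4.55), Paip1 (-3.85), Dnttip2 (-3.58), Fut10 (-3.10) and Slco1a5 (2.00 against 22.9 FPKM). Myef2 was at 7.14 against 957 FPKM, Paip1 at 163 against 2377 and Dnttip2 at 53.9 against 657. Of these 12 genes, 9 overlap another RefSeq gene. Mir155hg, Myef2 and Paip1 were also among the most different genes with TSA.

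The late 2-cell stage was compared with the early 2-cell stage in untreated embryos, which covers the time of the major activation of the mouse embryonic genome. Ribosomal protein genes were higher at the late stage by a median of 2.85, with 77 of 86 at least 2-fold higher and 2 lower. The 2-cell-specific genes were higher by 2.25, with 38 of 46 at least 2-fold higher and 3 lower, and ribosome biogenesis factors by 2.22, with 44 of 50 at least 2-fold higher and 1 lower. The 2-cell-specific median was 1.25 with a pseudocount of 5 and 3.55 with 0.1. Maternal oocyte transcripts were lower by a median of -1.33, with 43 of 75 at least 2-fold lower and 3 higher. Over 13012 genes, 6128 were at least 2-fold higher and 1399 at least 2-fold lower, and higher genes made up 81.4% of these. The median of all genes was 0.89, and scaling moved it to 0.48 (median-ratio) and 0.01 (quantile), so list medians are also given relative to 0.89. After median-ratio scaling 67.7% were higher (4702 higher, 2243 lower), and after quantile normalization 49.7% were (3295 higher, 3334 lower).

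Relative to the median of all genes, ribosomal proteins were higher by 1.96, 2-cell-specific genes by 1.36 and ribosome biogenesis factors by 1.34, each at percentile 100. Rpl41 was at 1229 FPKM in late and 15.7 in early 2-cell embryos, and Rps27 at 137 against 3.55. Usp17lb was at 110 against 0.090 FPKM, Gm4850 at 198 against 1.20 and Pramel6 at 101 against 0.80. Nop16 was at 187 against 10.8 FPKM and Noc2l at 43.5 against 2.34. Translation factors were higher by 0.98 relative to all genes (percentile 100), with 27 of 36 at least 2-fold higher, and Eif3c was at 73.4 against 3.22 FPKM. Proteasome subunits were higher by 0.84 (percentile 100), with 23 of 33 at least 2-fold higher and 0 lower, and Psmb5 was at 87.4 against 1.80 FPKM. Oxidative phosphorylation genes were higher by 0.35 (percentile 99.9), with Uqcrc1 at 89.3 against 2.94 FPKM, and splicing factors by 0.30 (99.6), with Snrpc at 695 against 18.1. Among lists also matched on genomic span, these last lists lay inside the central 95%, at percentiles 84.3 and 93.8.

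Enzymes of cholesterol synthesis were higher by 1.23 relative to all genes (percentile 99.5), with 17 of 22 at least 2-fold higher, and glycolysis genes by 1.14 (98.7), with 14 of 19. Dhcr7 differed by 3.15, Tpi1 was at 88.9 against 7.73 FPKM, and Ldhb, a lactate dehydrogenase, was lower, at 128 against 1004. Heat shock and unfolded protein response genes were higher by 0.50 (99.2), with Hspb1 at 308 against 10.5 FPKM and Hspa5 at 425 against 41.9. Under the stricter filter the cholesterol and glycolysis lists lay inside the central 95%, both at percentile 95.3, as did cholesterol synthesis with a pseudocount of 5 (96.6) and the heat shock list under quantile normalization (91.3). Among lists also matched on genomic span, glycolysis (97.1) and heat shock genes (87.9) lay inside it too.

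Maternal transcripts were lower by -2.22 relative to all genes and lay at percentile 0. Rfpl4 was at 20.5 against 594 FPKM, and Bcl2l10, an oocyte member of the Bcl2 family, at 35.0 against 668. The Obox family divided into members that were lower and members that were higher at the late stage. Obox1 was at 72.3 against 1742 FPKM, Obox2 at 41.1 against 379, Obox5 at 225 against 3253 and Obox7 at 60.1 against 832. Obox6 was at 371 against 0.13 FPKM, Crxos at 184 against 3.33, and Obox3 at 28.3, having been listed at 0. The family's median was -3.17, its mean 0.47 and its percentile 0, and copies share reads.

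Except for the blood markers below, the other groups lay inside the central 95%. Relative to all genes, medians were 0.38 for replication (percentile 96.9), -0.28 for mitosis (69.5), 0.40 for pluripotency (92.6), 0.32 for Dux regulators (78.6), 0.12 for p53 targets (66.1) and -0.75 for mRNA decay (7.98). They were -0.13 for histone acetylation (41.2), -0.25 for H3K9 methylation (31.3), -0.31 for DNA methylation (22.6) and 0.0086 for imprinted genes (34.0). Before subtraction, the medians of mitosis, mRNA decay, H3K9 methylation, DNA methylation and imprinted genes were positive and took the opposite sign under quantile normalization. Those of mRNA decay and DNA methylation genes did so under the stricter filter, and that of mRNA decay genes under median-ratio scaling. Ccne1, cyclin E1, was at 324 against 5.14 FPKM, Aurkb was higher by 5.16, Zfp42 was at 9.44 against 0.16, Dppa4 at 217 against 4.93 and Gadd45b at 104 against 6.54. Pabpc1 was at 69.3 against 6.23, Hdac1 at 35.6 against 1.78, Kdm4c, an H3K9 demethylase, at 27.1 against 1.10, Uhrf2 at 16.2 against 1.63, Zfp57 at 23.9 against 121 and Sfmbt2 at 18.8 against 0.062. Markers of other cell types had positive medians, and of these lists only the blood markers lay outside the central 95%. Of 16 blood markers, 7 were measured, with a median log2 value of 0.010 at the early stage, so most were kept only for reaching 1 FPKM at the late stage, which alone gives a difference near 1. Their median was 2.52, or 1.63 above all genes, outside the central 95% (percentile 99.8). It was 0.98 with a pseudocount of 5, 5.15 with 0.1, and 2.16 over 11 genes with no filter, and Hba-a1 was at 32.9 against 0.0071 FPKM. Of 23 cumulus and granulosa markers, 15 were at least 2-fold higher and 3 lower, 0.34 above all genes (74.1), with Anxa2 at 67.0 against 8.28. Before subtraction their median was 1.23, against 0.13 (percentile 21.3) with no filter. Under alternative settings mRNA decay genes lay outside on the low side (2.22, stricter filter) and replication genes on the high side (98.9, quantile normalization).

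The 6 highest genes were Obox6 (8.36), Gstm1 (7.51), Usp17lb (6.66), Mgll (6.45), Ripk3 and Folr1 (6.37). Gstm1, a glutathione transferase gene on chromosome 3 from 108012250 to 108017973, was at 953 against 4.21 FPKM. Ripk3, a kinase of necroptosis on chromosome 14 from 55784995 to 55788857, was at 83.8 FPKM and had been listed at 0. The 6 lowest were Mir155hg (-6.75), Casp8 (-5.46), Rfpl4 (-4.79), Obox1 (-4.57), Crabp2 (-4.31) and Pttg1 (-4.31). Casp8, an initiator caspase on chromosome 1 from 58795233 to 58847503, was at 0.44 against 62.6 FPKM, and Pttg1, securin, at 473 against 9416. Of these 12 genes, 4 overlap another RefSeq gene.

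**Figure D2:**
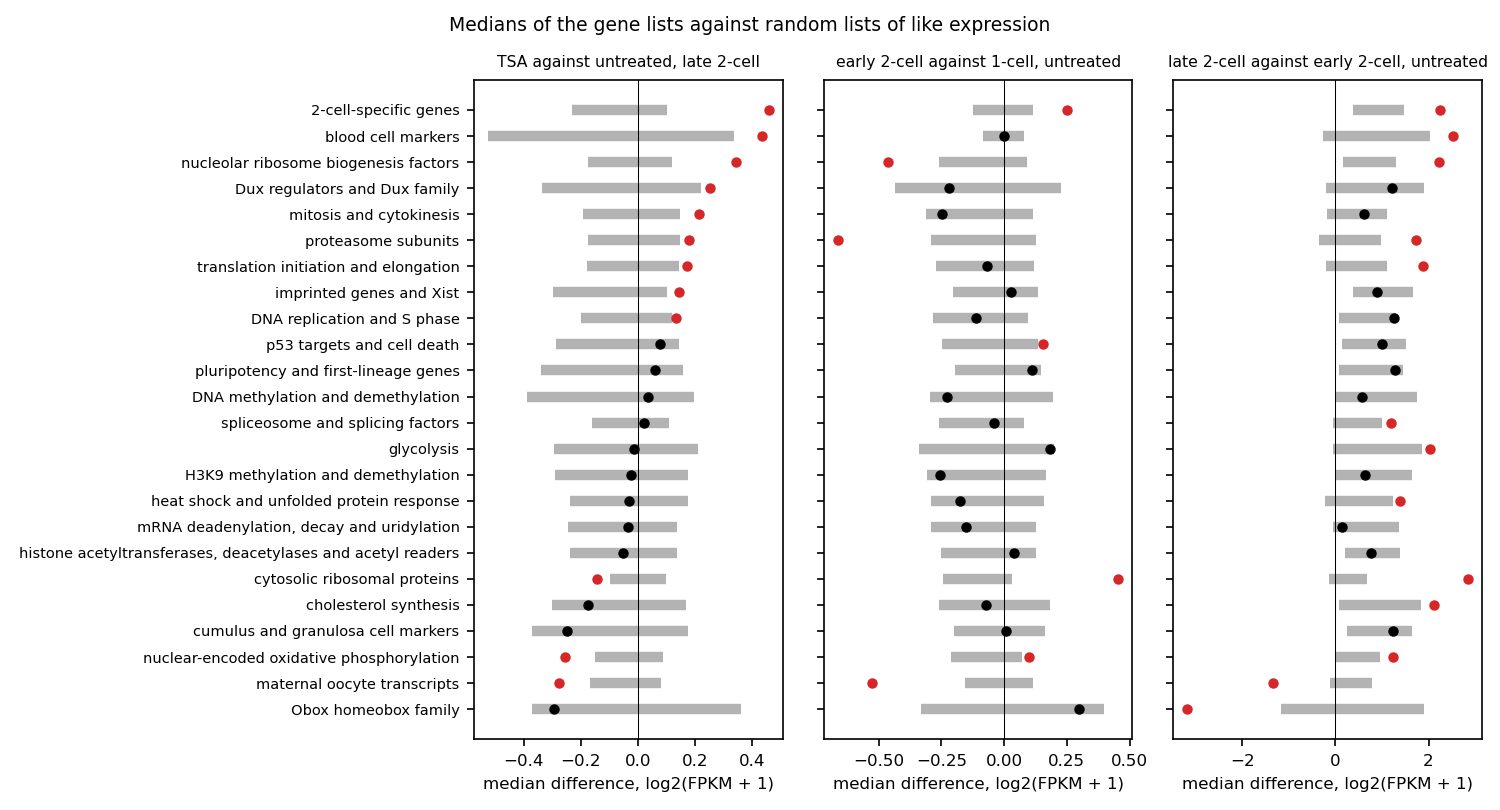
Each dot is the median difference of a gene list on the log2(FPKM + 1) scale (x axis), with 1 panel per comparison and the 24 lists on the y axis, and grey bars span the central 95% of 10000 random lists of the same size and like expression. Red dots lie outside the bar, which holds for 12 lists in the comparison of TSA with no treatment, where 1.2 are expected by chance.

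**Figure D3:**
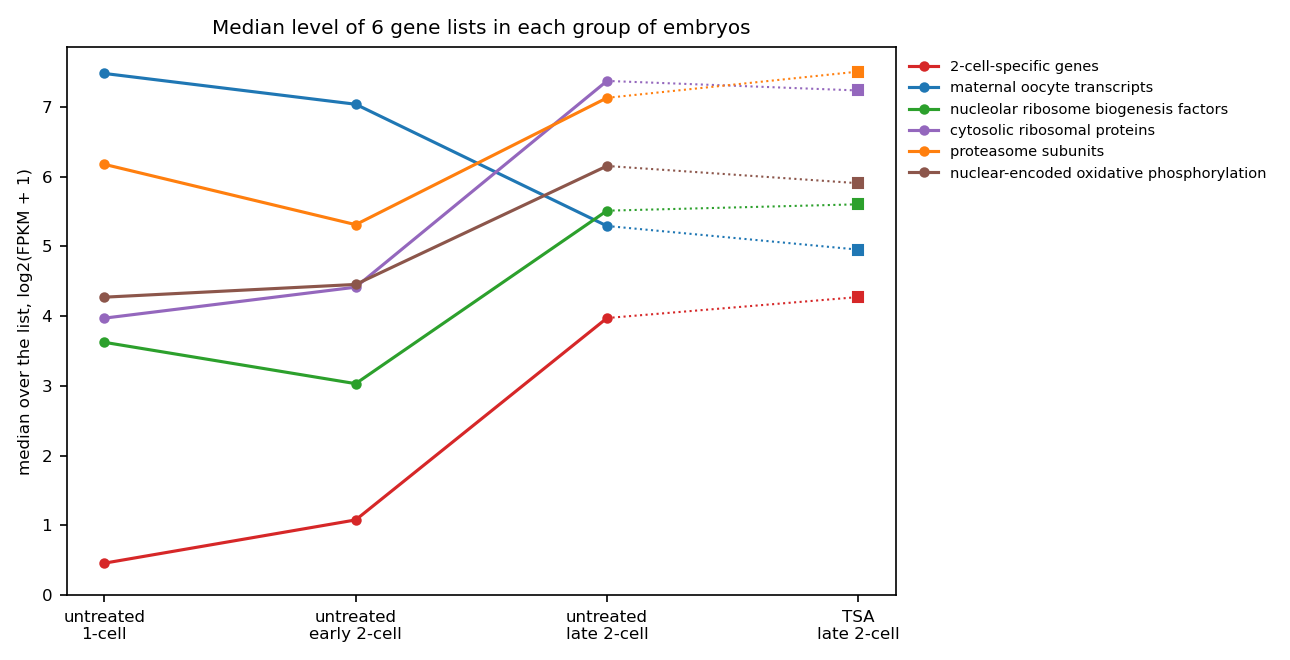
The y axis gives the median log2(FPKM + 1) over all measured members of 6 gene lists and the x axis the 4 groups of embryos, with circles for untreated and squares for TSA-treated embryos. The maternal transcripts go from 7.48 in 1-cell to 5.29 in late 2-cell embryos and 4.95 with TSA, and the 2-cell-specific genes from 0.46 to 3.97 and 4.27.

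The genes that differed across the first cleavage were then read in the TSA comparison, which shares no column with that step. Of the 376 genes higher in early 2-cell than in 1-cell embryos, 354 were measured, and their median TSA difference was -0.02, at percentile 82.1. Each of the other settings chose its own set of higher genes. Percentiles under them ran from 6.49 (88 of 90 genes measured, pseudocount of 5) to 76.8 (1097 of 1161, pseudocount of 0.1). Of the 354, 19 were at least 2-fold higher and 29 lower with TSA. Of the 720 genes lower in early 2-cell embryos, 670 were measured, with a median of -0.01 at percentile 99.7, against a median of -0.07 for random lists. Of these, 11 were at least 2-fold higher and 18 lower. The set of lower genes was also chosen anew under each setting and held from 334 to 1470 genes. Its median was positive under both scalings, the stricter filter and a pseudocount of 5, so the sign is not settled. Relative to random lists of like expression, each of these sets lay high, at percentiles from 99.2 to 100.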

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

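Counts of genes at least 2-fold apart depended on the pseudocount, the scaling and the threshold. With a pseudocount of 0.1 they were 614 higher and 1074 lower for TSA and 1161 and 1470 for early 2-cell against 1-cell. With 5 they were 89 and 92 for TSA, 90 and 334 for early 2-cell against 1-cell, and 3556 and 847 for late against early 2-cell. The filter at 5 FPKM gave 179 and 280 for TSA. For late against early 2-cell, median-ratio scaling gave 2243 lower, and quantile normalization gave 3295 higher and 3334 lower. At 4-fold, an alternative chosen after seeing the data, counts were 36 and 24 for TSA, 43 and 66 for early 2-cell against 1-cell, and 2940 and 419 for late against early 2-cell. Relative to the median of all genes, also chosen afterwards, late against early 2-cell gave 3208 and 3458. The genes higher or lower across the first cleavage were chosen anew under each setting, so these medians differ in their genes as well as in the scale. The median TSA difference of the higher genes was -0.080 with a pseudocount of 0.1 (1097 of 1161 genes measured). With 5 it was -0.086 (88 of 90), in place of -0.022 (354 of 376). For the lower genes the median was 0.034 with a pseudocount of 5 and 0.016 with the filter at 5 FPKM. It was 0.063 after median-ratio scaling and 0.072 after quantile normalization, in place of -0.012. The cause was not tested. Of the lists outside the central 95%, 0 took the opposite sign under any of the 6 alternatives fixed in advance, and of those inside it 6, 6 and 5 did in the 3 comparisons. Over all lists, 312 medians moved by less than the spread of random lists and 117 by more. Named genes kept within the spread of all genes in 1324 cases and moved further in 125, with 0 labelled as reversed in sign. Neither filter setting changes a gene's difference, so 244 cases with no filter and 229 with the stricter filter were kept by construction. A pseudocount cannot reverse a gene's sign either, so the absence of reversals bears only on the scalings. No paired analysis was possible because the table holds 1 value per group. For the same reason these alternatives fixed in advance were not run: a fit of only the 2 groups compared, array weights, leaving out replicates, an estimated inter-gene correlation, fry, and splitting the controls. Depth is unknown, and how far it limits genes near 1 FPKM was not tested.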

Other observations

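The tests of genomic span and of shared reads for histone genes, and of jumping estimates for the most different genes, were chosen only after the result was seen. Replication-dependent histone genes, which supply histones during S phase and whose mRNAs lack a poly(A) tail, are a group outside the fixed lists that was noticed in the data. Of 36 measured, 33 were lower in TSA-treated than in untreated late 2-cell embryos, 13 at least 2-fold lower and 1 higher, with a median of -0.78 (percentile 0 of random lists). Hist1h4d was at 11.5 FPKM with TSA and 66.9 without. Across the stages of untreated embryos 42 genes of this group passed the filter, so the set differs from the 36. Their median difference was 0.12 from 1-cell to early 2-cell (percentile 97.4) and 0.39 from early to late 2-cell embryos. The latter was low for genes of like expression (percentile 1.29, median of random lists 0.99). The median with TSA lay between -1.16 and -0.38 under the alternatives fixed in advance, at percentile 0 in each.

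Genomic span includes introns and stands in for transcript length. A trend with genomic span as the whole reason for the lower histone values is argued against. Among lists matched on expression and genomic span, the median over the 35 histone genes with a match, -0.81, lay at percentile 0. The central 95% ran from -0.42 to 0.24. All genes up to 2000 bp, the shortest span class, had a median of -0.15 with TSA. This class was not divided further, so a trend among the shortest genes was not tested. Reads moving between near-identical histone copies are argued against too. FPKM summed over each class was lower with TSA in 5 of 5 classes, by a log2 ratio of -0.86 for H1, -0.95 for H2A, -1.19 for H2B, -1.10 for H3 and -1.43 for H4. Weaker capture of RNA without a poly(A) tail stays open, because 57.6% of 59 small nucleolar and Cajal body RNA genes were lower with TSA (median -0.19), between the bounds set for and against it. A bias by transcript length, which was not used here, or a lower histone mRNA level with TSA may account for the lower histone values. So may a different share of embryos in S phase, and none of these was tested. The list of DNA replication and S phase genes went the other way with TSA, with a median of 0.13 and 24 of 43 above 0. Among lists also matched on genomic span it lay inside the central 95%, at percentile 94.77, so it does not settle that share.

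The genes at least 4-fold apart with TSA, with 5 FPKM or more in either column, numbered 49, 27 of them higher and 22 lower. Of 48 with a RefSeq match, 52.1% overlap another gene, against a median of 47.9% for genes of like expression (central 95% 33.3% to 62.5%), so reads assigned between overlapping genes cannot be told apart from other causes. Estimates that jump between columns whatever the treatment are a candidate explanation for part of them, since 23.8% of the 42 measured were also at least 2-fold apart between 1-cell and early 2-cell embryos, against 7.14% for genes of like expression (central 95% 0% to 16.7%). Mir155hg was at 0, 162, 0.52 and 169 FPKM in the 4 columns and Paip1 at 2377, 163, 39.1 and 593. An effect of TSA on genes that are regulated at both steps would give the same excess and was not tested.

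In early 2-cell against 1-cell embryos the difference went down with genomic span, from a median of 0.24 for genes up to 2000 bp to -0.16 for genes above 100000 bp. A trend with genomic span as the whole reason for the ribosomal protein and proteasome results is argued against. Among lists matched on both expression and genomic span, the 86 ribosomal protein genes (median 0.45) lay at percentile 100 and the 33 proteasome genes (median -0.66) at percentile 0. The oxidative phosphorylation list lay at percentile 68.7 after this matching, against 99.2 without it, so its place outside the central 95% went with span. A bias by transcript length, degradation of maternal mRNA and a difference in poly(A) tail length between the stages stay open and were not tested.

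With TSA, the same matching on span left 2-cell-specific genes at percentile 100, ribosome biogenesis factors at 100, maternal transcripts at 0.010 and oxidative phosphorylation genes at 0. DNA replication genes lay at percentile 94.77 after it and translation genes at 97.47, inside the central 95%.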
